A study of Mus musculus with 24 samples.

How the data were processed

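Plantaris muscle, a fast hindlimb muscle, was profiled by 3′-end RNA sequencing in wild-type C57BL/6 mice kept in normal air (11 samples) or exposed to tobacco smoke for 16 weeks (13 samples). Per the labels' protocols, muscles were frozen, RNA was extracted on columns, and libraries were made with the Lexogen QuantSeq 3′ forward kit and sequenced on an Illumina HiSeq instrument. This kit primes on the poly(A) tail, so that a transcript gives reads near its 3′ end and counts are not divided by gene length. Genes with unannotated 3′ ends, or with internal A-rich stretches, can be counted too low or too high by it.

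The authors deposited raw counts of reads per Ensembl gene ID, 1 column per sample and 47643 genes. The aligner, the counting tool, the genome build, the annotation, any read filter and any use of molecular identifiers were not stated in the labels or the header. Reads may therefore include PCR copies, and the detection floors given here cover counting error only. Whether strand was used in counting was also not stated, so genes that overlap another gene on either strand are reported as uncertain. Per the file headers, every sample was read on a single lane (number 6). The sample sheet numbers in the headers ran from 229 to 241 for smoke and from 242 to 252 for air, so that position in the sheet and group cannot be told apart. Groups and replicate numbers came from the sample titles.

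Gene symbols, types and coordinates came from the GENCODE mouse release M21 (GRCm38), which held 47224 of the IDs (99.1%). This annotation was chosen here and may differ from the one the authors counted with. Coordinates are 1-based.

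Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the group as the design and a minimum count of 10, libraries were scaled by TMM, and smoke was tested against air with the quasi-likelihood F-test (glmQLFit and glmQLFTest) on all 24 samples without covariates. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05. Log2 fold changes are smoke against air. Normalised values are CPM values (counts scaled to a common library total) on TMM-scaled libraries, given as mean ± SD over 11 air and 13 smoke samples. On simulated counts with the means and library sizes of the real samples and 200 changed genes, this procedure called 178 of 10159 simulated genes, 165 of them changed ones, and recovered 91% of 2-fold and 74% of 1.5-fold changes. With no changed gene, 1 simulation called 0. Genes varied independently there, and changes smaller than 1.5-fold were not simulated. Recovery at the median size of the real calls, 0.43 in log2, is thus not known. Nor is the rate of false calls where genes vary together.

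For 15 gene lists, a score per sample was the mean log2 CPM (prior count 2) over the tested genes of the list. The list of nuclear OXPHOS subunits holds 89 symbols because the ATP synthase genes were entered under older and newer names, and 74 of them match a gene in the table. Scores were compared by two-sided permutation tests with 100000 resamples, adjusted by Benjamini-Hochberg over the 15 lists. Correlations between list scores were computed within groups as Pearson's r and Spearman's rho with permutation p-values, adjusted over 6 relations, and r was computed again without the 2 samples farthest from the median of the score on the x axis.

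The genes named in full were, by a rule set in advance, the 5 with the smallest p-value among called genes in each direction and every gene of the list of aryl hydrocarbon receptor (AhR) targets that passed the filter. 1 gene chosen by this rule is not reported here. Other genes named in the text (Cyp1a1, Cyp1b1, Ahrr, Srxn1, Mb, Fabp3, Pfkfb3, Ndrg1, Pdk4, Trim63, Per3, Nr1d2, the haemoglobin genes, Gm42418, Xist, Ddx3y, Alas2, Ncmap, Prx, Drp2, Gldn and Pmp22) were chosen after their values were seen.

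Alternatives covered RLE and upper-quartile scaling, DESeq2 1.42.0, limma 3.58.1 (voom, with and without sample weights), robust dispersion, other expression filters, removal of the 10 most abundant genes, thinning to the smallest library, an adjusted p under 0.10, the replicate number as a block, 1 surrogate variable (sva 3.50.0) and leaving out each sample in turn. Added after the data were seen were covariates for the Gm42418 share, a blood score, a clock index and a myelin score, and offsets corrected for GC content. Xist as a covariate was not run, because Xist did not pass the expression filter. To look for a library given under 2 sample names, counts were compared over 133 pairs of samples within groups. Chi-square per gene ranged from 2.52 to 18.6, so no pair agreed within sampling noise and no samples were merged. This check does not judge the quality of a sample, and no sample was left out for quality.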

Results

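The data were 3′-end RNA sequencing counts of plantaris muscle from wild-type mice, 11 kept in normal air and 13 exposed to tobacco smoke for 16 weeks. The series title concerns chronic activity of AhR, a receptor and transcription factor that binds components of smoke, and its effect on muscle. The comparison therefore asks which transcripts of the muscle differ after smoke exposure, and whether AhR target genes are among them.

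Total counts per sample ranged from 2515697 to 4528845. The mean total was 3529310 ± 432439 (SD, n = 11) in air and 3461140 ± 588386 (SD, n = 13) in smoke, and log2 totals did not differ (two-sided permutation p = 0.681). A floor of 3 counts corresponded to 0.662 to 1.19 CPM across samples. Genes with at least 1 count numbered 17073 ± 319 (SD) in air and 17082 ± 406 (SD) in smoke. The most abundant gene, Gm42418, an annotated gene that overlaps ribosomal RNA sequence, took 12.7 ± 1.85% (SD) of counts in air and 14.3 ± 2.18% (SD) in smoke, a difference within the replicate error (permutation p = 0.0642, Benjamini-Hochberg adjusted p = 0.400 over 8 measures of the libraries). The 10 most abundant genes together took 39.0 ± 2.503% (SD) in air and 40.5 ± 1.88% (SD) in smoke (permutation p = 0.10). Mitochondrial genes took 2.91 ± 0.424% (SD) in air and 2.84 ± 0.269% (SD) in smoke. The Y-linked gene Ddx3y had 93 to 211 counts in every sample and Xist 0 to 3. No batch was given in the labels and a single lane was used, so no comparison within batches was made; the sample sheet listed all smoke samples before all air samples.

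Of the 10159 genes that passed the expression filter, 195 (1.92%) differed between smoke and air at an adjusted p under 0.05, 74 higher and 121 lower under smoke. At an unadjusted p under 0.05 there were 1575. The median absolute log2 fold change of the called genes was 0.43, and 15 exceeded 1 in size, 9 higher and 6 lower. The biological coefficient of variation was 14.3%. The setting that moved the count furthest was 1 surrogate variable as a covariate, which gave 441 genes, while a clock index as a covariate, chosen after the data were seen, left 0 (916 at an unadjusted p under 0.05). In a principal component analysis, the groups did not differ on component 1 (14.8% of variance, permutation p = 0.935) and differed on component 2 (10.1% of variance, permutation p = 2e-05). They did not differ on component 3 (6.32% of variance, permutation p = 0.999). On component 4 they differed at an unadjusted p (5.21% of variance, permutation p = 0.0268).

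**Figure D1:**
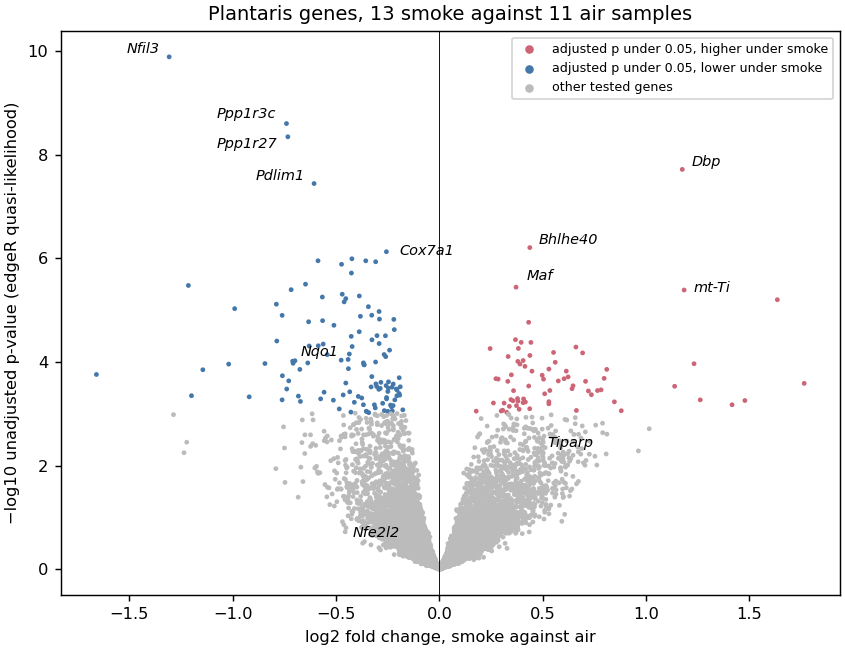
Each point is 1 of the 10159 tested genes, with its log2 fold change (smoke against air) on the x axis and −log10 of its unadjusted edgeR quasi-likelihood p-value on the y axis. The 74 genes called higher (red) and 121 called lower (blue) include Nfil3 and Dbp, at log2 fold changes of −1.31 and 1.18, and most called genes changed by less than 1 in log2.

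The 5 called genes with the smallest p-values among those lower under smoke were Nfil3, Ppp1r3c, Ppp1r27, Pdlim1 and Cox7a1, each a protein-coding gene with no annotated overlap and each below the air mean in 13 of 13 smoke samples. Nfil3, a transcriptional repressor linked to the circadian clock (chromosome 13, 52967209 to 52981073, minus strand), fell from 25.0 ± 7.46 to 10.1 ± 2.51 CPM, a log2 fold change of −1.31 (SE 0.15, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 1.31e-06). Its values did not overlap between groups, with smoke samples between 6.60 and 14.4 CPM and air samples between 16.0 and 36.3 CPM. Ppp1r3c, a glycogen-targeting subunit of protein phosphatase 1 (chromosome 19, 36731731 to 36736653, minus strand), fell from 985 ± 173 to 590 ± 117 CPM, a log2 fold change of −0.74 (SE 0.093, edgeR adjusted p = 1.27e-05). Ppp1r27, another subunit of that phosphatase (chromosome 11, 120549979 to 120551132, minus strand), fell from 169 ± 25.5 to 102 ± 21.6 CPM, a log2 fold change of −0.73 (SE 0.095, edgeR adjusted p = 1.52e-05). Pdlim1, which encodes a cytoskeletal adaptor (chromosome 19, 40221173 to 40271842, minus strand), fell from 51.3 ± 6.39 to 33.7 ± 6.12 CPM, a log2 fold change of −0.61 (SE 0.086, edgeR adjusted p = 7.30e-05). Cox7a1, a muscle subunit of cytochrome c oxidase (chromosome 7, 30184144 to 30186078, plus strand), fell from 1803 ± 124 to 1509 ± 65.3 CPM, a log2 fold change of −0.26 (SE 0.043, edgeR adjusted p = 0.00107), and its groups did not overlap, with smoke at 1420 to 1608 CPM and air at 1637 to 2016 CPM.

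Among the 5 called genes with the smallest p-values higher under smoke were Dbp, Bhlhe40, Maf and mt-Ti. Dbp, a clock output transcription factor (chromosome 7, 45705088 to 45710203, plus strand), rose from 23.9 ± 7.69 to 54.0 ± 16.3 CPM, a log2 fold change of 1.18 (SE 0.16, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 4.87e-05), and was above the air mean in 12 of 13 smoke samples. Bhlhe40 (chromosome 6, 108660629 to 108666925, plus strand) rose from 84.1 ± 12.2 to 114 ± 12.1 CPM, a log2 fold change of 0.44 (SE 0.072, edgeR adjusted p = 0.00105), with smoke at 103 to 149 CPM and air at 60.4 to 98.7 CPM. Maf (chromosome 8, 115682942 to 115707794, minus strand) rose from 281 ± 29.7 to 363 ± 45.4 CPM, a log2 fold change of 0.37 (SE 0.067, edgeR adjusted p = 0.00228), above the air mean in 12 of 13. Dbp overlaps Sphk2, Bhlhe40 overlaps 0610040F04Rik and Maf overlaps Gm15655, each on the opposite strand, and strand use in counting was not stated. The mitochondrial transfer RNA gene mt-Ti (mitochondrial genome, 3706 to 3774, plus strand) rose from 1.87 ± 0.891 to 4.29 ± 1.18 CPM, a log2 fold change of 1.18 (SE 0.22, edgeR adjusted p = 0.00230). It had only 3 to 20 counts per sample and overlaps mt-Nd1 on the same strand and mt-Tq on the opposite strand, so its counts are uncertain.

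**Figure D2:**
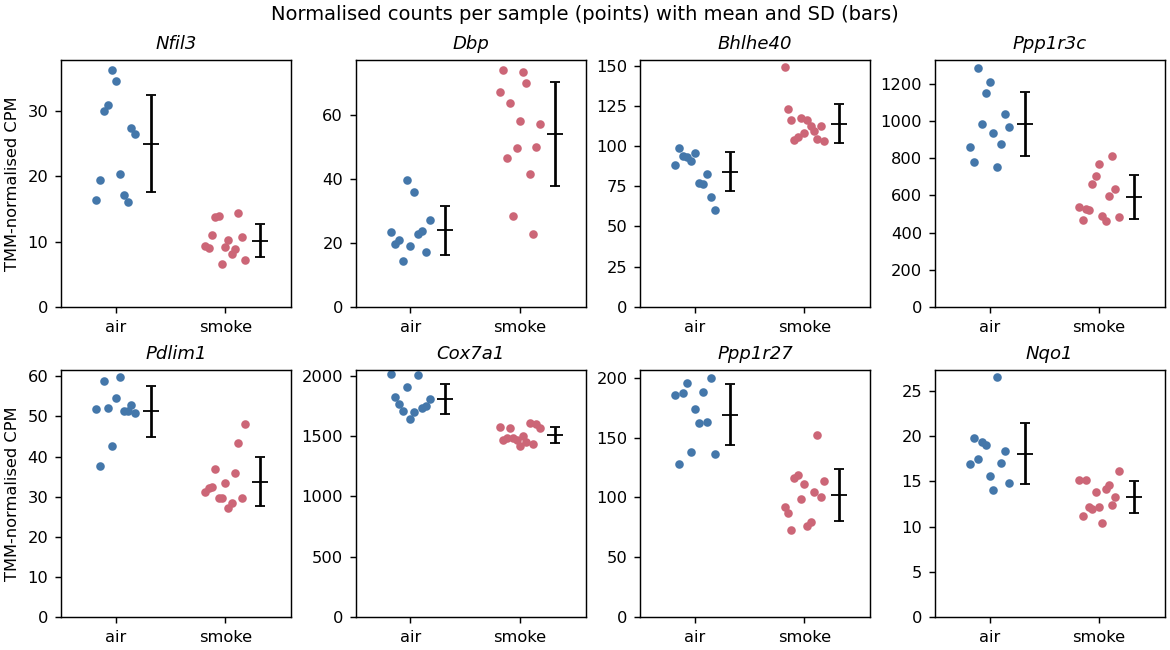
TMM-normalised CPM (y axis) of 8 of the named genes in each air sample (blue, n = 11) and smoke sample (red, n = 13), with black bars for mean and SD beside each group. The groups do not overlap for Nfil3, Cox7a1 or Bhlhe40, and Dbp is above the air mean in 12 of 13 smoke samples.

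Of the 12 genes listed as AhR targets, 3 passed the expression filter, and 1 was called when adjusted over all tested genes and 2 when adjusted over the list alone. Nqo1 (chromosome 8, 107388225 to 107403206, minus strand) was lower under smoke, at 18.1 ± 3.36 CPM in air and 13.3 ± 1.73 CPM in smoke, a log2 fold change of −0.44 (SE 0.10, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0140, over the list p = 0.000268), and was below the air mean in 13 of 13 samples. Tiparp (chromosome 3, 65528410 to 65555518, plus strand, overlapping 4931440P22Rik on the opposite strand) was higher, at 5.97 ± 1.42 CPM in air and 8.38 ± 2.37 CPM in smoke, a log2 fold change of 0.48 (SE 0.16). It passed over the list alone (edgeR, Benjamini-Hochberg adjusted p = 0.00777) and not over all genes (adjusted p = 0.114), and was above the air mean in 11 of 13. Nfe2l2 (chromosome 2, 75675513 to 75704641, minus strand, overlapping Gm24996 on the same strand) did not differ, with a log2 fold change of −0.15 (SE 0.14, edgeR adjusted p = 0.669). The 9 targets under the filter included Cyp1a1, with 6 counts in total over 11 air samples and 11 over 13 smoke samples (at most 1 and 4 per sample), Cyp1b1 with 21 and 31 counts and Ahrr with 4 and 8 counts. None of these 9 differed by a two-sided permutation test on CPM (Benjamini-Hochberg adjusted p from 0.739 to 1), and 0.156 was the smallest unadjusted p. At a floor of 0.662 to 1.19 CPM per sample, small differences in Cyp1a1 or Ahrr were not detectable at this depth.

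The score of the AhR target list, over its 3 tested genes, did not differ (difference −0.038 ± 0.073 SE in log2 CPM, permutation p = 0.607). The log2 fold changes of these genes had opposite signs, with Tiparp at 0.48, Nqo1 at −0.44 and Nfe2l2 at −0.15. Nqo1 is also in the list of NRF2 targets. The flat score therefore does not show that AhR activity was unchanged. Of the 15 lists, 6 differed between groups after Benjamini-Hochberg adjustment. Circadian clock genes (4 tested) were lower under smoke by −0.51 ± 0.096 SE (permutation p = 6e-05, adjusted p = 9e-04), with 13 of 13 smoke samples below the air mean. Clock output genes (9 tested) were higher by 0.38 ± 0.080 SE (permutation p = 0.00026, adjusted p = 0.0013), with 12 of 13 above it. Besides Nfil3 in the first list and Dbp in the second, the called genes were Per3 and Nr1d2, both in the second. Per3 had a log2 fold change of 0.45 (edgeR adjusted p = 0.0172, overlapping Camta1 on the same strand). Nr1d2 stood at 0.28 (edgeR adjusted p = 0.0216). Per3 and Nr1d2 are parts of the clock itself, so the list names do not divide the clock from its output. Nuclear OXPHOS subunits (73 tested) were lower by −0.12 ± 0.025 SE (permutation p = 0.00019, adjusted p = 0.0013) in 13 of 13 smoke samples. Of these 73 genes, 70 had a negative fold change and 10 were called, all of them lower. The 13 mitochondrially encoded mRNAs, 8 of them tested, did not differ (−0.091 ± 0.11 SE, permutation p = 0.395). Of the 8, 7 had a negative fold change, and the median over the list gave −0.13 (permutation adjusted p = 0.1005). Air replicate 11 had the lowest score, 8.92 against an air mean of 9.62. A fall of the size seen in the nuclear list is thus not ruled out.

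NRF2 targets (14 tested) were lower under smoke by −0.17 ± 0.040 SE (permutation p = 4e-04, Benjamini-Hochberg adjusted p = 0.0015), in 13 of 13 samples. The called genes of this list were Nqo1 and Srxn1, the latter at a log2 fold change of −0.57 (SE 0.11, edgeR adjusted p = 0.00270). Blood cell markers (5 tested) were lower by −0.59 ± 0.19 SE (permutation p = 0.00395, adjusted p = 0.0119), in 13 of 13 samples. The haemoglobin genes Hbb-bs, Hbb-bt and Hba-a2 were called at log2 fold changes of −0.84, −0.73 and −0.67 (edgeR adjusted p = 0.0142, 0.0229 and 0.0369). Hba-a1 was not called, at −0.14 (edgeR adjusted p = 0.548). Hba-a1 and Hba-a2 are near-identical copies, as are Hbb-bs and Hbb-bt, so the split of reads within each pair is uncertain. Collagen and matrix genes (14 tested) were lower by −0.23 ± 0.076 SE (permutation p = 0.00732, adjusted p = 0.0183), in 12 of 13 samples. All 14 had a negative fold change and 0 were called singly.

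The remaining lists did not differ. For the ubiquitin ligase programme of muscle atrophy (17 tested) the difference was −0.057 ± 0.033 SE (permutation p = 0.0891, adjusted p = 0.191). Within it, Trim63 had a log2 fold change of −0.33 and did not pass (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0568). Denervation genes differed by 0.039 ± 0.053 SE (permutation p = 0.463) and fast fibre genes by 0.013 ± 0.040 SE (permutation p = 0.737). Slow fibre genes differed by −0.088 ± 0.18 SE (permutation p = 0.635), although the median in place of the mean over the list gave −0.35 (permutation adjusted p = 0.0465, range over 7 alternatives 0.0465 to 0.781). Glucocorticoid-responsive genes differed by 0.012 ± 0.076 SE (permutation p = 0.881), with Pdk4 called at a log2 fold change of −1.14 (edgeR adjusted p = 0.0165). Hypoxia genes differed by 0.041 ± 0.032 SE (permutation p = 0.210), with Pfkfb3 and Ndrg1 called at log2 fold changes of 0.80 and 0.71 (edgeR adjusted p = 0.0216 and 0.0229), both overlapping other annotated genes. Adipocyte markers differed by 0.13 ± 0.14 SE (permutation p = 0.390).

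**Figure D3:**
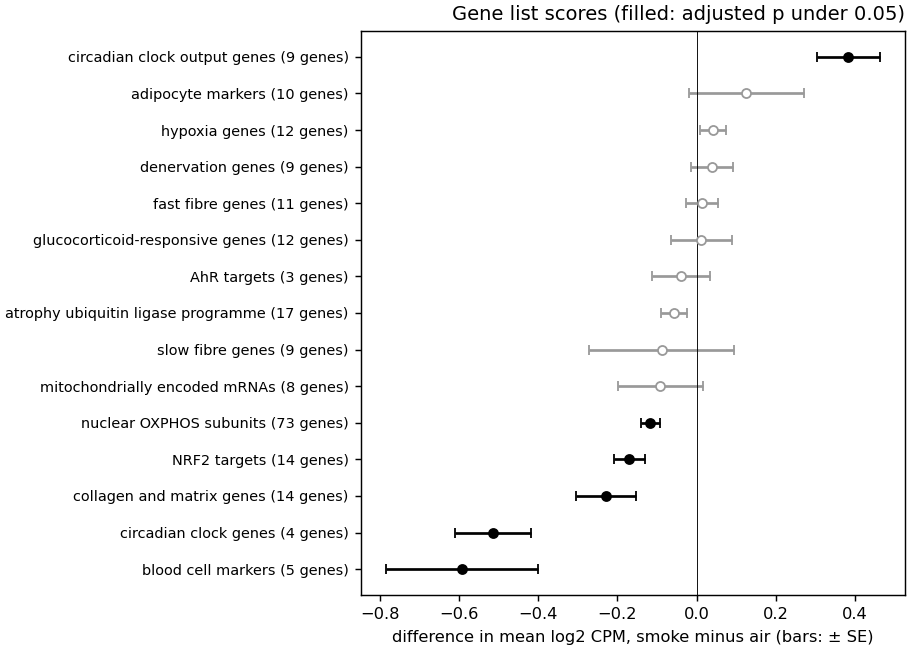
Difference in mean log2 CPM between smoke and air (x axis) for each of the 15 gene lists (y axis), with bars of ± SE and filled points where the Benjamini-Hochberg adjusted permutation p is under 0.05. The 6 filled lists run from blood cell markers at −0.59 to clock output genes at 0.38, and the AhR targets lie at −0.038.

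Within groups, the AhR target score was correlated with the OXPHOS, atrophy and denervation scores, 6 relations in all, to ask whether samples with higher AhR target expression had other levels of muscle genes. None passed Benjamini-Hochberg adjustment (adjusted permutation p of r from 0.132 to 0.570, of rho from 0.0762 to 0.656). The strongest was with the atrophy score in air (n = 11), with Pearson's r 0.68 (permutation p = 0.0238) and Spearman's rho 0.74 (permutation p = 0.0127), and r was 0.47 without the 2 samples farthest from the median. With the denervation score in smoke (n = 13), r was 0.55 (permutation p = 0.0439) and rho 0.42 (permutation p = 0.152), and r fell to 0.26 without 2 samples, so that it rested on those samples. The other 4 relations had r between 0.19 and 0.45, with permutation p from 0.167 to 0.570. Without 2 samples, r with the OXPHOS score in air fell from 0.45 to 0.0069 and r with the atrophy score in smoke rose from 0.39 to 0.62. As the AhR target score rests on 3 genes whose group differences had opposite signs, these relations are a weak guide to AhR activity.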

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

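The covariates (Gm42418 share, blood score, clock index, myelin score) and the GC offsets were chosen only after the results were seen; the groups, designs, gene lists and all other alternatives were set before the data were examined.

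Against 195 genes called, other scalings, filters and models gave between 167 and 262 genes: 201 with RLE, 192 with upper-quartile scaling, 175 with voom, 262 with voom and sample weights, 173 with robust dispersion, 201 with no expression filter, 195 with a CPM filter, 206 without the 10 most abundant genes and 167 after thinning to the smallest library. Between 142 and 195 of the reported genes were shared with each, all in the same direction. DESeq2 called 313 genes (119 higher, 194 lower), an adjusted p under 0.10 gave 413 (169 higher, 2.4e+02 lower) and 1 surrogate variable gave 441 (211 higher, 230 lower); the cause of the surrogate variable's and DESeq2's larger counts was not tested. Leaving out each of the 24 samples in turn gave from 141 to 254 genes, from 47 to 103 higher and from 92 to 163 lower, with 1 AhR target called in every fit.

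Replicate numbers appear in both groups, but belong to different mice. Deviations from the group means correlated at a mean r of −0.0059 over the 11 same-numbered pairs, against 0.0011 over 132 other pairs. With the replicate number as a block, over 22 samples, 138 genes were called (53 higher, 85 lower), 110 of them shared, and 0 AhR targets (1570 genes at an unadjusted p under 0.05). GC-corrected offsets with the block gave 120 genes (48 higher, 72 lower) and 1 AhR target, Nqo1. Its edgeR adjusted p was 0.0468 there and 0.0504 under the block alone. GC-corrected offsets alone gave 183. The collagen score under the block was −0.24 with an adjusted sign-flip permutation p of 0.0513 (range over 7 alternatives 4.59e-05 to 0.0513).

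With the Gm42418 share as a covariate 156 genes were called, 48 of them higher. A blood score as a covariate gave 56 genes (18 higher, 38 lower) and a myelin score gave 79 (23 higher, 56 lower), each with 0 AhR targets called (1241 and 1237 genes at an unadjusted p under 0.05). A clock index as a covariate gave 0 genes, 0 higher and 0 lower, with 0 AhR targets (916 genes at an unadjusted p under 0.05). These scores correlate with the group, at r −0.56 for blood, 0.77 for the clock index and 0.54 for myelin.

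Named genes kept their direction in every comparison with these alternatives, and 13 comparisons ended on the other side of the threshold: 10 under the clock index, and Nqo1 also under the block, the blood score and the myelin score. Under the clock index some log2 fold changes outside the clock lists shrank, that of Ppp1r27 from −0.73 to −0.40 and that of Ppp1r3c from −0.74 to −0.47, and others hardly moved or grew, that of Bhlhe40 from 0.44 to 0.42 and that of Cox7a1 from −0.26 to −0.29. Of the named genes that are part of the index, Dbp went from 1.18 to 0.29 and Nfil3 only from −1.31 to −1.11. After thinning, mt-Ti no longer passed the expression filter and has no value. When samples were left out in turn, all 288 comparisons stayed on the same side.

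Of 105 list scores under alternatives, 98 kept their direction and side of the threshold, direction by camera being that relative to other genes. The 6 lists that differed did so under every alternative, except the collagen list under the block. With the median over the list, slow fibre genes passed at −0.35 (adjusted permutation p 0.0465, range over 7 alternatives 0.0465 to 0.781), fast fibre genes reversed to −0.089 and hypoxia genes to −0.051. Hypoxia genes also reversed with z scores (−0.095) and by camera, where their mean log2 fold change of 0.026 ranked below that of other genes, and glucocorticoid-responsive genes with a prior count of 0.5 (−0.00046). The mean log2 fold change of the glucocorticoid-responsive genes in the camera test was also negative, at −0.028, although camera ranked them above other genes. The fast fibre, hypoxia and glucocorticoid lists passed under none of the 7 alternatives. Of the correlations, that of AhR targets with OXPHOS in smoke reversed with the median (−0.45) and with z scores (−0.19), that with atrophy in smoke with the median (−0.067) and that with denervation in air with the median (−0.55). The relation with atrophy in air, r 0.68 as reported, kept its direction but fell to 0.047 with the median (adjusted permutation p 0.896, range over 3 alternatives 0.112 to 0.896). The cause was not tested for these changes.

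Depth limits the AhR result: 9 of 12 listed targets had too few counts to pass the filter, and a floor of 3 counts stands at 0.662 to 1.19 CPM. Thinning every library to the smallest total left 142 of the 195 genes called.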

Other observations

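The tests on myelin genes, haemoglobin, the clock and oxidative genes and the covariate tests were chosen after the comparison of smoke with air had been seen, and those of library depth and of the clock index against the air range after their own values were known.

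The number of genes differing between smoke and air was set against other splits of the same samples. Among 100 splits into 11 and 13 that part same-numbered samples as the real one does, 1 gave as many genes, the real one; the others had a median of 0, and 88 of them gave 0. The highest other count, 128, came from a split that swaps 20 of the 24 samples and so is close to the real split with the names exchanged. Among 100 splits drawn without regard to replicate numbers, 1 gave as many, again the real one, and the highest other count was 4.

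Several technical sources of the 195 calls were tested. Library depth did not differ between groups (permutation p = 0.681). A trend with replicate number within groups, which follows the sample sheet, gave 5 genes (750 at an unadjusted p under 0.05), but the sheet lists the groups one after the other, so that an effect of processing order between groups cannot be told apart from smoke. Pseudogenes and predicted genes made up 8.72% of called genes and 7.53% of the others (one-sided Fisher exact p = 0.303). With the Gm42418 share as a covariate 127 of the 195 genes were still called, and with GC-corrected offsets 158. With the blood score 52 were still called and with the myelin score 61. Covariates with the same group means but deviations shuffled within groups left as few in 15 of 33 draws for blood and in 23 of 33 for myelin. The losses under these covariates are thus consistent with their correlation with the group alone, and blood or nerve content cannot be told apart from smoke as a source of those calls by this design.

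The most surprising pattern was in the clock. In the arm that includes Nfil3 all 4 tested genes were lower under smoke, 1 of them called. The output arm includes Dbp, Per3 and Nr1d2, so it is not output alone. Of its 9 tested genes 8 were higher and 1 was lower, with 3 called, all higher. The clock index was the output arm minus the other, from z scores. It was −0.86 ± 0.60 (SD) in air and 0.73 ± 0.76 (SD) in smoke (permutation p = 3e-05). In 11 of 13 smoke samples it lay above every air sample. A difference in the time of day at which muscles were taken, or a changed clock at the same hour, may each give this pattern; harvest times were not analysed here, and the 2 cannot be told apart. A trend of the index with replicate number, as sampling in that order through the day would give, was not detected within groups, although groups of this size would miss a moderate one and the test says nothing of groups taken one after the other. Index and number correlated at r −0.30 in smoke (permutation p = 0.331, rho −0.25, permutation p = 0.400, r −0.43 without 2 samples) and −0.053 in air (permutation p = 0.877, rho −0.11, permutation p = 0.756, r 0.039 without 2 samples).

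Whether that clock difference carries the other calls was tested within groups. Of 190 called genes outside the clock lists, with Bhlhe40 also left out as a clock-linked gene, 54.2% had a slope on the clock index with the sign of their group difference, against a median of 50% and a 95th percentile of 66.8% when the index was permuted within groups (one-sided permutation p = 0.358). This test sees the clock only as it varies within groups. If each group was taken at its own hour, the test could miss a difference between groups, so it does not rule the clock out. All 195 calls were lost with the index as a covariate, but 4 of 33 shuffled indices left as few, and shuffled ones left 0 to 81. The loss of calls as a whole may therefore come from the index separating the groups. For single genes a share tied to the clock is not ruled out, since the log2 fold change of Ppp1r27 went from −0.73 to −0.40 and that of Ppp1r3c from −0.74 to −0.47 under the covariate. Samples of both groups taken at matched hours could test this.

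Genes of peripheral myelin were higher under smoke. Over 13 such genes, listed from their known expression in Schwann cells, the score was higher by 0.51 in log2 CPM (permutation p = 0.0059; 12 of 13 smoke samples above the air mean) and 12 of the genes were higher. The 5 called were Ncmap, Prx, Drp2, Gldn and Pmp22, at log2 fold changes of 1.76, 1.48, 1.42, 1.14 and 0.88. The rise was uneven among smoke samples. The score was 3.13 ± 0.25 (SD) in air and 3.64 ± 0.52 (SD) in smoke. Ncmap stood at 2.48 ± 1.08 CPM (SD) in air and 8.74 ± 9.99 CPM (SD) in smoke. Ncmap, Prx and Gldn overlap genes on the opposite strand. More nerve left on the dissected muscle may explain this, and so might a change of Schwann cells within it; the data cannot tell these apart.

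Less blood left in the muscle may account in part for lower haemoglobin counts under smoke. The 4 haemoglobin genes moved together within groups, with a lowest Pearson r of 0.658 and a highest of 0.941 after group means were removed, and Alas2, which red cell precursors express, correlated with them at r of at least 0.622. Between groups they did not fall alike, however: Hbb-bs had a log2 fold change of −0.84 and Hba-a1 one of −0.14, which did not pass (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.548). Less blood alone would lower all 4 alike, unless reads were split unevenly within the near-identical pairs. These pairs are Hba-a1 with Hba-a2 and Hbb-bs with Hbb-bt, so such a split could not shift reads between the Hba and Hbb genes. A change in the haemoglobin transcripts of blood itself was not tested.

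Oxidative genes other than the OXPHOS list were also lower under smoke, among them Mb at a log2 fold change of −0.36 and Fabp3 at −0.59 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00107 for each), in 13 and 12 of 13 smoke samples; both overlap genes on the opposite strand. For the OXPHOS list, 0 of 10000 random lists matched on expression and transcript length had a mean log2 fold change as low as −0.12, and the lowest had −0.100. Genes of random lists need not vary together as those of a pathway may. The spread of these lists may therefore be too narrow, and the count is not a p-value for the OXPHOS list. Part of the shift is general to abundant short transcripts, since the matched lists had a mean of −0.036. After removal of the within-group slope, the percent of the score difference left was 103 for the slow fibre score by mean (permutation p = 2e-04), 115 by median (permutation p = 1e-04, the smallest that 10000 resamples can give), 91.1 for the blood score (permutation p = 0.0018), 121 for the clock index (permutation p = 0.0012), 77.1 for the myelin score (permutation p = 0.0055) and 83.5 for the Gm42418 share (permutation p = 0.0011). The slow fibre score did not differ by its mean (permutation p = 0.635) and was lower by its median, so that this comparison by itself does not settle a difference in slow fibres. Adjustment for the mean could hardly move the OXPHOS difference, since the mean did not differ, and adjustment for the median, which did, left it no smaller. Within groups the OXPHOS score correlated with the slow fibre score at r −0.27 by mean and −0.29 by median. A lower slow fibre score thus went with a higher OXPHOS score, the opposite of what a smaller share of slow oxidative fibres would give. These r are weak, so that such a smaller share is not settled as a source by these tests. A modest loss of oxidative transcripts under smoke remains a hypothesis, and processing order cannot be told apart from smoke here either.

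Nqo1 and Srxn1 were lower under smoke, at log2 fold changes of −0.44 and −0.57, and the NRF2 list was lower in 13 of 13 smoke samples, while Tiparp stood higher at 0.48 and Cyp1a1 had 6 counts in air and 11 in smoke. No explanation was tested for this pattern.

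Air replicate 11 stood apart from the other air samples. Its counts differed from theirs by a chi-square per gene of 9.20 to 18.6 over 10 pairs, while the highest value among other air pairs was 6.82. Its 10 most abundant genes took 45.8% of counts and its mitochondrial genes 1.82%, against group means of 39.0% and 2.91%. Without it 254 genes were called, 177 of them among the reported 195, but leaving out smoke replicate 13 also gave 254, with 189 shared, so that this count does not single it out. No explanation was tested for this sample.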
